A study of Mus musculus with 27 samples.

How the data were processed

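The series holds 25 bulk messenger RNA libraries and 2 droplet single-cell libraries of mouse heart tissue. Per the labels, bulk libraries were made from poly(A) RNA with a stranded kit. Single-cell libraries were made from trypsinised hearts whose living cells were sorted with a viability dye and pooled from 6 hearts per genotype. The aligner, counting software, genome build and annotation are not stated in the labels or the table headers.

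The bulk table holds FPKM as deposited by the authors, although no header names the unit. The unit was inferred from the values: they are not whole, their columns sum to between 334194 and 586795, and set against the UMI counts they do not grow with transcript length as counts would (slope 0.094 of log values over 10618 genes). Whether fragments or reads were counted is not stated, and whole reads could not be recovered, so depth is unknown. The plan had assumed raw counts for the bulk table; that did not hold, and the test named there for normalised values was used instead. The single-cell table holds whole UMI counts per gene and barcode as deposited by the authors, with barcode endings that name the library. The lowest barcode holds 3746 UMIs, so low barcodes had been removed before deposit. No coordinates are printed because no build is named.

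In the deposited bulk values 270 symbols appeared on more than 1 line (769 lines in all, of 24525), and identical lines were merged. After 1 gene with a blank cell was left out, 24025 genes remained. Hand2os1 was matched to LOC102636514 by its RefSeq gene identifier and to Gm28063 by a RefSeq synonym (assembly GRCm38.p6, used only for names and neighbours). GC content and length were found for 98.7% of genes.

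Groups, replicates and comparisons followed the labels. Values were transformed to log2(FPKM + 1), genes with a mean of at least 1 FPKM over the libraries of a fit were kept, and limma 3.58.1 with an intensity trend was fitted in R 4.3.3. Fold changes on this scale understate the change of low genes. Each embryonic stage had its own fit; the 13 8-week libraries shared a fit, either with both controls as 1 group or with 3 genotype groups. The threshold was a Benjamini-Hochberg adjusted p of 0.05. Hand2 also had a two-sided exact permutation test on its log2 values. Functional lists (7) and cell type lists (6) were tested with limma's camera at a preset inter-gene correlation of 0.01, and again with fry and with the correlation estimated. The limma test and the list test were tested on simulated data drawn from the real means and spreads with 200 changed genes. Simulated noise was independent between genes, without differences shared across a library. For the limma test the changed genes were drawn from those above a set level, so low genes were left out.

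Named genes were fixed by rule: Hand2os1, Hand2 and the flanking genes Scrg1, Sap30, Hmgb2, Galnt7, Fbxo8, Cep44 and Hpgd in every sample; in each bulk comparison the called genes with the largest changes, a mean of at least 5 FPKM and no overlap; and in each single-cell class with at least 200 cells per library the 3 genes with the highest and the 3 with the lowest CPM ratio among genes with at least 100 UMIs in each library, without haemoglobin and sex-specific genes. Genes named in the closing part outside this rule were chosen after their values were seen.

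Single-cell barcodes with at least 500 genes were kept (2555 and 3464). Scanpy 1.11.5 was used. Doublets were scored per library with scrublet. Its automatic threshold marked 6 of 6019 barcodes (0.1%), too few to be working, so the highest scores were removed at a rate of 0.8% per 1000 barcodes, which removed 52 and 96. Clustering of both libraries together used 2000 variable genes, 30 principal components, 15 nearest neighbours and Leiden resolution 1.0. Clusters were called after fixed marker lists where at least 3 markers, and at least 2/3 of the list, led. A cluster whose leading genes belonged to another list was not named, which applied to cluster 12. In all, 4 clusters stayed unnamed. Of the others, cluster 0 had 6 of 10 immune markers and cluster 13 had 3 of 6 outflow and second heart field markers. UMIs were summed per class and library and given as CPM of that class. Ratios have exact intervals conditional on the total, CPM exact Poisson intervals and shares exact Clopper-Pearson intervals. Names were rebuilt from markers, since no annotation of cells was used here.

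Alternatives were a pseudocount of 0.1, no filter on low values, a Y-linked covariate, the replicate number as a block, all bulk libraries in a single fit and leaving out each library. Added after seeing the data were median-ratio and upper-quartile scaling, removal of a GC trend, array weights, and a term for the 2 sets of 8-week libraries. For single cells they were 1000 genes per barcode, doublets kept, Leiden resolution 0.5, CPM without haemoglobin and mitochondrial genes, thinning to 5000 UMIs and, added later, scrublet's threshold and variable genes without Hand2 and sex genes. Marker lists for hepatocytes, foregut and lung epithelium, somite and skeletal muscle, neural tissue and erythroid cells other than globins were written before they were tested. Figures were drawn with matplotlib 3.10.9.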

Results

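Messenger RNA was measured in mouse hearts that carried deletions of Hand2os1, a long non-coding RNA gene, also called Hand2as or Uph, that neighbours the gene of the heart transcription factor Hand2. Per the labels, allele F lacks the full length of the gene and allele D lacks its distal part, and controls were heterozygous or wild type. The 25 bulk libraries comprised 3 F/+ and 3 F/F hearts at E11.5 (E for embryonic day), 3 F/+ and 3 F/F ventricles at E16.5, and cardiomyocytes of 8-week-old mice from 5 +/+, 2 D/+ and 6 D/D samples. A pair of droplet single-cell libraries, each pooled from 6 E11.5 hearts, came from +/+ and F/F embryos. Bulk values were FPKM (fragments or reads scaled by transcript length and library size), so the read depth behind them is unknown. The bulk columns summed to between 334194 and 586795 FPKM, and between 9495 and 11641 genes reached 1 FPKM per library. Haemoglobin genes took 10.4% to 29.7% of the FPKM in the E11.5 hearts and at most 2.42% in any later library. Across genes, Pearson's r of log2 values between replicates ranged from 0.872, the lowest pair of D/D libraries, to 0.983, the highest pair of +/+ libraries. No pair of replicates looked like 1 library deposited again, since the fraction of identical values was at most 0.0127.

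The target gene was examined first, because its level checks the genotype labels. In the bulk table Hand2os1 appears as LOC102636514. It was listed at 0 in all 6 E11.5 libraries, F/+ and F/F alike, so it cannot check those labels. At E16.5 it was listed at 0.81, 0.37 and 1.40 FPKM in F/+ replicates 1, 2 and 3 and at 0 in each of the 3 F/F libraries. In 8-week +/+ cardiomyocytes it was listed at 13.5, 9.29 and 6.90 FPKM in replicates 1, 2 and 4, with replicate 3 between the 2 highest of these. The library labelled +/+ replicate 5 was listed at 0, which goes against its label. The D/+ libraries had 5.25 and 6.17 FPKM, and the D/D libraries had 2.27, 2.67, 0.24, 0, 0 and 0 FPKM. In the limma fit of D/D against control, Hand2os1 had the smallest unadjusted p of all genes. Its log2 fold change was -2.11 (SE 0.55), with a limma adjusted p of 0.9999 over all genes. Without the library labelled +/+ replicate 5 the log2 fold change was -2.57 and the limma adjusted p 0.0649, the lowest over the alternatives, whose highest was 0.9999. A listed 0 is not evidence of absence in this table. Of 38 ribosomal protein genes with a median of at least 10 FPKM, 4 were listed at 0 in some library. Gapdh, a gene in general use, stayed at or below 5.09 FPKM in the embryonic libraries and at or above 980 FPKM in the 8-week libraries.

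**Figure D1:**
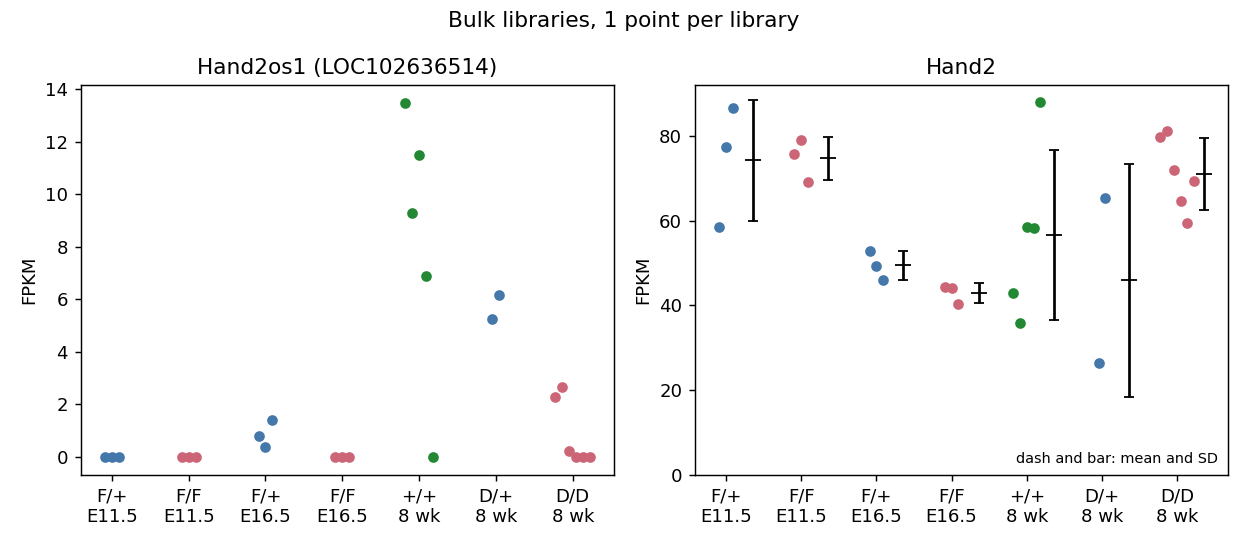
FPKM of Hand2os1 (left) and Hand2 (right) in each bulk library, 1 point per library, grouped by genotype and stage on the horizontal axis; the dashes and bars beside the Hand2 points are group means and SDs. Hand2os1 was at 0 in every E11.5 library, between 6.90 and 13.5 FPKM in 4 of the 5 +/+ libraries and between 0 and 2.67 FPKM in D/D, while the Hand2 ranges of compared groups overlapped except at E16.5.

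At E11.5, F/F hearts were compared with F/+ hearts to ask which transcripts change when the full-length gene is lost from both chromosomes, and whether Hand2 is among them. Hand2 reached 74.7 ± 5.03 FPKM in F/F and 74.3 ± 14.3 FPKM in F/+ (SD, n = 3 each). The log2 fold change on the log2(FPKM + 1) scale was 0.03 (SE 0.18; limma adjusted p 0.999), and the two-sided exact permutation p was 0.9, where 0.1 is the smallest that 3 against 3 libraries can give. The difference was smaller than the spread between replicates and its sign was not stable. It was -0.001 with a covariate for Y-linked genes, -0.05 after upper-quartile scaling, -0.13 without F/+ replicate 1 and -0.02 without F/F replicate 2. Of the flanking genes Sap30, Hmgb2, Galnt7, Fbxo8, Cep44 and Hpgd, none differed (limma adjusted p 0.999 for each), and Scrg1 was listed at 0 in every bulk library. limma called 1 of 11491 genes, Mir6236, at a Benjamini-Hochberg adjusted p under 0.05. An unadjusted p under 0.05 was found for 502 genes (4.37%), 257 higher and 245 lower in F/F. For 1061 genes (9.23%) the values of the groups did not overlap, where chance gives 10%. Mir6236 was listed at 0 in each F/+ library and at 10852, 27597 and 21247 FPKM in the F/F libraries (limma adjusted p 1.50e-09). No fold is given against a group listed at 0, and 4 other microRNA genes went from 0 to at least 100 FPKM between replicates of a single group. The next gene, Sec61b, had a log2 fold change of -1.32 (SE 0.19) and a limma adjusted p of 0.232. The alternative that moved the count most was a limma fit of all 25 libraries together, which called 24 genes, 4 higher and 20 lower. That fit shares its spread with the later stages, so its count does not rest on the E11.5 spread alone. In simulated data of the E11.5 design the main limma test recovered 14% of genes changed by 1 on the log2 scale. It recovered 88% of genes changed by 2. Simulated noise was independent between genes, so recovery in the real data may differ.

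Lists fixed beforehand asked whether heart functions moved together at E11.5. With limma's camera test at a preset correlation, 4 of 7 functional lists passed an adjusted p of 0.05, all higher in F/F. They were sarcomere genes (median log2 fold change 0.27, 20 of 23 members higher, camera adjusted p 6.34e-07), oxidative phosphorylation and fatty acid use (median 0.19, 24 of 26 higher, 4.08e-06), stress and hypertrophy (median 0.21, 14 of 17 higher, 0.00263) and cardiac transcription factors (median 0.18, 19 of 25 higher, 0.0157). None of the 4 held under limma's fry, where the smallest adjusted p was 0.0669, or with the correlation estimated from the data, where it was 0.0885. Ion handling, proliferation (median -0.03) and extracellular matrix genes (median -0.07) did not pass, and the ion handling median of 0.07 differed in sign from its mean of -0.07. Adjusted over the list alone, 1 member of the oxidative phosphorylation list passed and no member of the other 6 did; over all genes tested, no member passed. Of the 6 cell type lists, cardiomyocyte (median 0.23, limma camera adjusted p 8.64e-04) and endothelial genes (median 0.22, 0.0133) were higher in F/F. Only the endothelial call held under fry (limma adjusted p 0.0374), and neither held with the estimated correlation. The medians of the lists that did not pass ran from -0.18 in immune to 0.18 in epicardial genes. The immune median differed in sign from its mean of 0.01.

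At E16.5 the same genotypes were compared in the ventricle. Genotype and sex were largely confounded there: Y-linked genes summed to at least 1 FPKM in 3 of 3 F/F libraries and only 1 of 3 F/+ libraries, replicate 2. At E11.5 they did so in 2 of 3 F/F and 1 of 3 F/+ libraries. Hand2 was at 43.0 ± 2.33 FPKM in F/F and 49.4 ± 3.47 FPKM in F/+ (SD, n = 3 each). The log2 fold change was -0.20 (SE 0.09, limma adjusted p 0.9999). All 3 F/F values lay below all 3 F/+ values, which is the most extreme order possible and gives a two-sided exact permutation p of 0.1. With a covariate for Y-linked genes, which rests on few libraries, the log2 fold change was -0.19. No flanking gene that passed the filter differed (limma adjusted p 0.9999 for each). limma called 1 of 10699 genes, again Mir6236, in the opposite direction: it was listed at 17.6, 48.8 and 38.6 FPKM in F/+ and at 0 in each F/F library (limma adjusted p 0.00481). The call was lost without F/+ replicate 3 (limma adjusted p 0.0645) or without F/F replicate 1 (limma adjusted p 0.0752), and over all alternatives the limma adjusted p ran from 3.92e-11 to 0.0752. An unadjusted p under 0.05 was found for 281 genes (2.63%), and 725 genes (6.78%) did not overlap, where chance gives 10%. Most calls among the alternatives came from a covariate for Y-linked genes, with 3. In simulated data of the E16.5 design, again with independent noise, the test recovered 78% of genes changed by 1 on the log2 scale. Proliferation genes alone passed among the functional lists (median 0.07, 17 of 25 higher, limma camera adjusted p 0.0365), and not under fry (limma adjusted p 0.966) or the estimated correlation (limma adjusted p 0.867). The medians of the other 6 lists lay between -0.02 and 0.05, and the extracellular matrix median of -0.02 differed in sign from its mean of 0.05. Of the cell type lists, erythroid genes were higher (median 1.65, 5 of 6 higher, limma camera adjusted p 7.62e-07), and held under fry (limma adjusted p 0.035) and the estimated correlation (limma adjusted p 0.0431). Several erythroid members are near-identical globin genes between which reads can be exchanged. Endothelial (median -0.08, limma camera adjusted p 0.0287) and immune genes (median -0.25, limma camera adjusted p 0.00645) were lower under camera and not under the other tests. Cardiomyocyte, epicardial and mesenchymal lists had medians of 0.05, 0.09 and -0.03 and did not pass. Adjusted over the list alone, 4 erythroid, 1 sarcomere and 1 stress gene passed, against 0 over all genes tested with limma.

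Whether the effect of F differed between E16.5 ventricle and E11.5 heart was tested as an interaction, with stage and tissue confounded. Hand2 gave a difference of log2 fold changes of -0.22 (SE 0.20, limma adjusted p 0.999). With a library left out the Hand2 difference ran from -0.342, without F/+ E11.5 replicate 3, to -0.063, without F/+ E11.5 replicate 1. Mir6236 was the only gene of 11423 called (limma adjusted p 6.42e-11), and 493 genes (4.32%) had an unadjusted p under 0.05. Without F/+ E11.5 replicate 3 the interaction called 9 genes, and with array weights 21.

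In 8-week cardiomyocytes, D/D was compared with the 7 control libraries (+/+ and D/+) to ask what loss of the distal part alone changes. Y-linked genes reached 1 FPKM in 4 of 6 D/D, 3 of 5 +/+ and 0 of 2 D/+ libraries. Hand2 was at 71.1 ± 8.45 FPKM in D/D (SD, n = 6), 56.7 ± 20.1 FPKM in +/+ (SD, n = 5) and 46.0 ± 27.6 FPKM in D/+ (SD, n = 2). Against all controls the log2 fold change was 0.48 (SE 0.22), with an unadjusted limma p of 0.0479 and a limma adjusted p of 0.9999. The two-sided exact permutation p was 0.0728 over 1716 splits, and 6 of 6 D/D libraries lay above the control mean of 53.6 FPKM. The controls include the library labelled +/+ replicate 5, and without it the log2 fold change was 0.62. Against +/+ only, the log2 fold change was 0.38 (SE 0.24, limma adjusted p 0.9998) with an exact permutation p of 0.104. The 13 libraries were placed in 2 sets by their expression values whatever their genotype. The best split into 5 and 8 libraries separated 862 genes without overlap, where the next of 1287 such splits separated 506 and the median split 7. Splits of other sizes were not examined, so the number and size of the sets are not established. The set of 5 held +/+ replicates 1 and 2, D/+ replicate 1 and D/D replicates 1 and 2. Within it Hand2 averaged 80.5 FPKM in 2 D/D libraries and 35.0 FPKM in 3 controls. Within the set of 8 it averaged 66.4 FPKM in 4 D/D libraries and 67.6 FPKM in 4 controls. The latter include the library labelled +/+ replicate 5, the highest of all, without which the 3 remaining controls averaged 60.8 FPKM and the log2 difference in that set was 0.12.

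No gene of 10249 was called in D/D against control by limma, where the smallest adjusted p was 0.9999 and 175 genes (1.71%) had an unadjusted p under 0.05. limma also called 0 genes in D/D against +/+ (104 at an unadjusted p under 0.05), 0 in D/+ against +/+ (62) and 0 in D/D against D/+ (136). Leaving out D/+ replicate 2 gave 1 call in each of the D/+ comparisons, Aqp6, with the remaining D/+ library as a lone sample assumed to vary like the other groups. Of the alternatives for D/D against control, all gave 0 calls, with the smallest adjusted p at 0.0649. In simulated data of this design limma recovered 71.5% of genes changed by 1 on the log2 scale. That simulation had no differences shared across a library, such as those between the sets, so recovery in the real data may differ. The tested flanking genes had log2 fold changes from -0.17 to 0.17 and a limma adjusted p of 0.9999. No functional list passed camera (smallest limma adjusted p 0.0578, for proliferation with a median of -0.10 and for stress and hypertrophy with a median of 0.18). Medians of the other 5 functional lists lay between -0.06 and 0.05, and the extracellular matrix median of -0.06 differed in sign from its mean of 0.05. No cell type list passed either (smallest limma adjusted p 0.161); their medians lay between -0.15 in erythroid and 0.21 in immune genes, and the cardiomyocyte median of -0.02 differed in sign from its mean of 0.01. Adjusted over the list alone, 1 proliferation gene passed.

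The single-cell libraries asked in which cells Hand2 changes at E11.5. With 1 library per genotype there is no test, and intervals below are 95% intervals that cover counting error only. About 5000 cells per sample were aimed for per the labels. The library labelled +/+ held 2563 barcodes and 38302758 unique molecular identifiers (UMIs), with a median of 13369 per barcode, and the library labelled F/F held 3469 barcodes and 51432290 UMIs, with a median of 13403. After the gene filter and doublet removal 2503 and 3368 cells formed 19 clusters. Hand2os1, listed as Gm28063, had 1 UMI in the library labelled +/+ and 9 UMIs in the library labelled F/F. The ratio of CPM, in which UMIs are scaled to a common total, was 6.70, with an exact interval from 0.929 to 294, so the target gene does not tell the libraries apart and its order goes against the labels. Every direction given below rests on those labels.

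Over all cells Hand2 was at 49.1 CPM (exact Poisson interval 46.9 to 51.4) in the library labelled +/+ and at 78.0 CPM (75.6 to 80.5) in the library labelled F/F, a log2 ratio of 0.67 (0.59 to 0.75). In cardiomyocyte-like cells it was at 52.1 and 90.4 CPM, a log2 ratio of 0.79 (0.63 to 0.97). This class leaves out cluster 12, in which 11 of 11 cardiomyocyte markers led, because the leading genes of that cluster belonged to another list. The log2 ratio was 0.99 (0.80 to 1.19) in endothelial- and endocardial-like, 0.57 (0.31 to 0.83) in epicardial-like and 0.59 (0.45 to 0.74) in mesenchymal-like cells. In each of these 4 classes Hand2 lay at or above the 99.8th percentile of the log2 ratios of genes with at least 100 UMIs in each library. Erythroid-like cells, which should lack Hand2, had 1.30 and 4.50 CPM, which sets the background. With each cell thinned to 5000 UMIs, 20.3% (exact binomial interval 16.7% to 24.2%) and 32.4% (29.1% to 35.9%) of cardiomyocyte-like cells had a Hand2 UMI, against 0.91% and 2.47% of erythroid-like cells. The thinned shares were 36.9% (29.8% to 44.5%) and 66.9% (60.8% to 72.7%) in endothelial- and endocardial-like and 22.0% (15.7% to 29.5%) and 35.6% (29.7% to 42.0%) in epicardial-like cells. In mesenchymal-like cells they were 38.1% (33.5% to 42.9%) and 42.1% (37.7% to 46.7%), with intervals that overlap, and in mesenchymal-like cluster 7 they were 39.4% and 39.1%. Unthinned, these shares were 49.8% and 60.7% in cardiomyocyte-like cells (median 15360 and 14582 UMIs) and 1.78% and 6.21% in erythroid-like cells (median 10906 and 11651 UMIs). Thinning left out 14 and 37 cardiomyocyte-like and 80 and 65 erythroid-like cells. A log2 ratio near 0 was found in 3 clusters with many Hand2 UMIs. These were cluster 12, unnamed and led by Bmp4, Rspo3 and Sema3c (117 and 111 CPM, log2 ratio -0.07, interval -0.34 to 0.20), cluster 13, unnamed and led by Rgs5 (200.4 and 181.5 CPM, -0.14, -0.48 to 0.20), and cluster 14, cardiomyocyte-like and led by Shox2 (140.1 and 131 CPM, -0.10, -0.57 to 0.39). Of the class log2 ratios, thinning took that of erythroid-like cells from 1.79 to 1.48, of epicardial-like cells to 0.795, of endothelial- and endocardial-like cells to 1.21 and of mesenchymal-like cells to 0.48. Among the alternatives run, the cardiomyocyte-like ratio moved most with doublets kept, to 0.747, and no thinned ratio was taken for single clusters. No ratio was taken with cluster 12 added to the main cardiomyocyte-like class. Adding it would lower the class ratio, since that cluster was at -0.07. The change would not be small, because cluster 12 held 205 and 262 Hand2 UMIs, against 396 and 1048 in the class. The size of the class ratio of 0.79 therefore depends on leaving that cluster out.

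**Figure D2:**
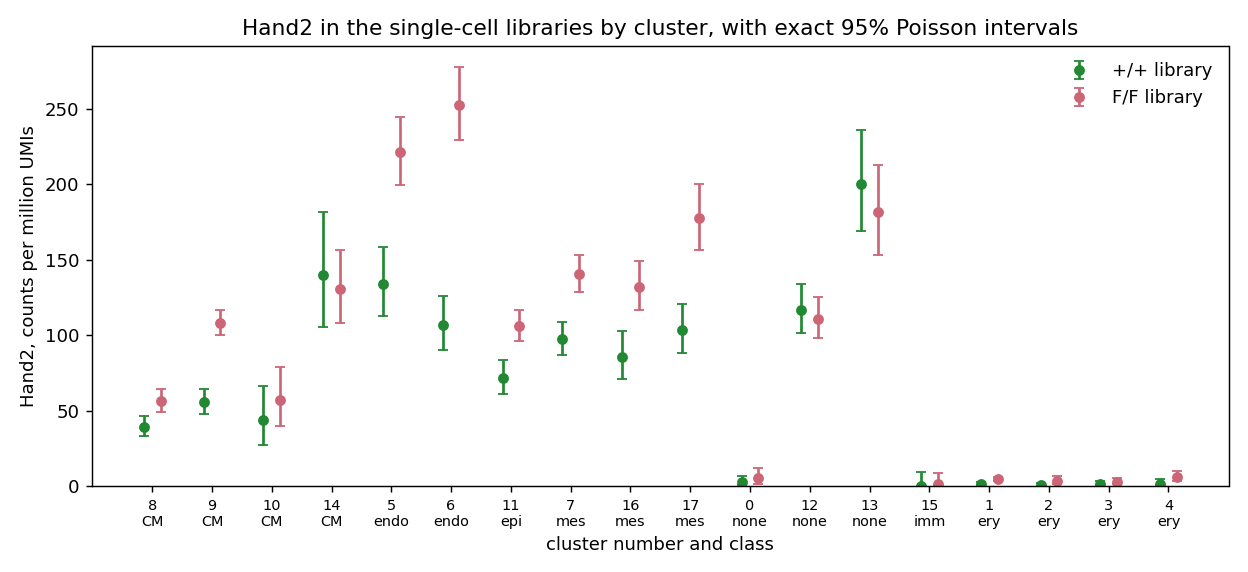
Hand2 in CPM (vertical axis) in each cluster of the 2 single-cell libraries, with exact 95% Poisson intervals that cover counting error only; labels give the cluster number and its class (CM cardiomyocyte-, endo endothelial- and endocardial-, epi epicardial-, mes mesenchymal-, imm immune- and ery erythroid-like, none for unnamed), and cluster 18, present in 1 library, is left out. The library labelled F/F lies above the other, with intervals that do not overlap, in clusters 8, 9, 5, 6, 11, 7, 16 and 17 and, at a low level, in erythroid-like cluster 1, and is close to it in clusters 12, 13 and 14.

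Shares of cells are given with exact binomial intervals. Cardiomyocyte-like cells made up 19.1% (17.6% to 20.7%) of the library labelled +/+ and 23.3% (21.8% to 24.7%) of the library labelled F/F. Mesenchymal-like cells made up 18.0% (16.53% to 19.6%) and 14.6% (13.4% to 15.8%), endothelial- and endocardial-like cells 7.51% and 8.22%, and epicardial-like cells 5.99% and 7.57%. Erythroid-like cells made up 38.2% and 36.8%, immune-like cells 0.64% and 0.95%, and unnamed clusters 10.6% (9.37% to 11.8%) and 8.64% (7.71% to 9.64%). The hearts were pooled before capture, so the spread between hearts is unknown. Cluster 18, led by the liver genes Afp, Rbp4 and Apoa2, held 13 cells of the library labelled +/+ and 0 of 3368 cells of the other.

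By the rule fixed beforehand, the genes with the lowest and highest ratio were named in the classes with enough cells. In cardiomyocyte-like cells the lowest log2 ratios were -1.96 for B230312C02Rik, -1.92 for mt-Atp8 and -1.74 for Snhg9, and the highest were 0.90 for Gm26917, 0.87 for Cck and 0.83 for Id1. In mesenchymal-like cells the lowest were -2.13 for Snhg9, -2.01 for Pbld2 and -1.84 for mt-Atp8, and the highest were 1.23 for Myl4, 1.21 for Myl7 and 1.16 for Tnnc1. In erythroid-like cells the lowest were -2.14 for Snhg9, -1.75 for Gm29666 and -1.53 for Nmt1, and the highest were 1.41 for Mest, 1.31 for Tnni3 and 1.29 for Tnnc1. The sarcomere genes among them are cardiomyocyte genes, whose UMIs also rose in classes that should lack them. Over all barcodes Sap30 had a log2 ratio of 0.37 (0.28 to 0.47), Hmgb2 0.15 (0.13 to 0.17), Hpgd 0.53 (0.35 to 0.70), Scrg1 -0.84 (-1.62 to -0.08) and Galnt7 -0.26 (-0.49 to -0.02), and the intervals of Fbxo8 and Cep44 included 0. Y-linked genes had 850 UMIs in the library labelled +/+ and 0 in the library labelled F/F, where 3 counts of the total would be 0.0583 CPM, and Xist had 14546 and 29544 UMIs, so the sex of the pooled hearts differed.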

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

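The tests of Mir6236, of the whole-library difference and of the first principal component, and the wrong-label test, were chosen only after the result was seen; the matched-gene test of Hand2os1 was set beforehand.

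Mir6236 was the gene whose F/F against F/+ change differed between stages, by -19.23 in the limma interaction, a fitted number that depends on the pseudocount because a group was listed at 0 at each stage. It was at 0 in F/+ and at 10852 FPKM or more in every F/F library at E11.5, and in the opposite order at E16.5. For the number of interaction genes, chance cannot be excluded: 13 of 100 splits of the 12 libraries gave as many called, and 67 of 100 as many at an unadjusted p under 0.05. These splits count genes of any kind, so they do not test the pattern of Mir6236 itself. Leftover ribosomal RNA is a possible explanation. The ratio of Mir6236 to Rn45s differed 4380-fold between libraries with Mir6236 above 0, but this spread lay between the stages. It was 3.06 to 7.25 in E11.5 F/F and 0.0017 to 0.0078 in E16.5 F/+. In E11.5 F/+, with Mir6236 at 0, Rn45s was at 2939 to 6491 FPKM. The ratio cannot decide whether the source is shared, because values of very short genes may switch for other reasons. Estimates of very short genes that switch between 0 and high values remain open: 4 other microRNA genes did so within a group, all 4 of those that reached 100 FPKM in any library, against 0.6% of other genes that reached it. A biological difference between the genotypes was not tested separately and stays open.

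The library labelled +/+ replicate 5 lay far from the other 4 +/+ libraries in the first principal component of the 8-week libraries, with a score of 54.79, and in Sap30, at 9.43 FPKM. Of 24 groups of values examined in this way 2 had such a library, and chance gives about 1 in 20. That library was the far one in 8.29% of genes, and each of the others in at most 0.54%, so a difference of the whole library may account for Sap30. The component took 44.7% of the variance. Its loadings followed GC content across genes (Spearman's rho 0.631; genes are not independent replicates) and transcript length far less (rho -0.104), which points to a technical source tied to GC content. D/D replicate 6, at 54.22, scored close to it, so the component does not follow genotype. Both lie in the larger of the sets of 8-week libraries, where the other scores ran from -9.70 to 16.23. The highest score in the smaller set was -16.15, so the component shows no wide gap between the sets.

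The same library was listed at 0 for Hand2os1. Dropout of similar genes is an unlikely cause: of 281 genes matched in level and GC content, 1.07% were at 0 there. A wrong label cannot be told apart from other causes, because only 31 other genes separated D/D from the remaining +/+ libraries, where chance gives about 97.6. In 24 of the 31 the library lay nearer to D/D, which goes towards a wrong label, but genes fewer than chance gives cannot place it. Its Hand2 value, 88.0 FPKM, was the highest of the 13, and without it the D/D against +/+ log2 difference in Hand2 was 0.55 in place of 0.38. That was the highest value with a library left out, and the lowest was 0.23, without +/+ replicate 2.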

How the results depend on the processing

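The scaling, GC, array weight and set-term alternatives and, for single cells, scrublet's threshold and the variable genes without Hand2 were chosen only after results were seen; all others, and the lists, were fixed before the data were examined. Alternatives based on count models were not run because the bulk table is not counts.

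Of 38 results, 21 held under every alternative run, and of 549 values under alternatives 489 did. To hold, a tested value had to keep its direction and side of the threshold, a count to stay within a factor of 1.5, and a value without a test to stay within its counting interval. Scaling moved the median of all genes by less than 0.1 on the log2 scale. For F/F against F/+ at E11.5 limma called 1 gene, Mir6236, in the main analysis, 2 with the Y-linked covariate, 24 with all 25 libraries in the fit (4 higher, 20 lower) and 19 with array weights (3 higher, 16 lower); leaving out a library gave 1 to 2, with 2 without F/+ replicate 3. Mir6236 was called each time. The 25-library fit shares its spread with the other stages. In the separate fits the median SE was 0.273 at E11.5 and 0.145 at E16.5, so its calls do not rest on the E11.5 spread alone. The cause of the higher counts was not tested. Hand2 at E11.5 reversed to -0.001 with the Y-linked covariate, to -0.048 with upper-quartile scaling, to -0.133 without F/+ replicate 1 and to -0.016 without F/F replicate 2; the leave-one-out range was -0.133 to 0.145, all below the threshold.

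At E16.5 the count rose from 1 to 2 with a pseudocount of 0.1 (Hba-a2 added), to 3 with the Y-linked covariate and to 2 with array weights. Leaving out a library gave 0 to 2: 0 without F/+ replicate 3 (limma, 338 at an unadjusted p under 0.05) or F/F replicate 1 (229), and 2 without F/+ replicate 2 (Xist added) or F/F replicate 3 (Hba-a2 added). Hand2 stayed lower in F/F, from -0.246 to -0.147 with a library left out. The interaction count was 2 with a pseudocount of 0.1, 3 without a filter, and 21 with array weights; leaving out a library gave 1 to 9, with 9 without F/+ E11.5 replicate 3 and 2 without F/+ replicate 2 or F/F replicate 2 of E11.5. The cause was not tested.

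For D/D against control limma called 0 genes under all 23 alternatives (125 to 398 at an unadjusted p under 0.05), and D/D against +/+ likewise gave 0 (87 to 294). For D/+ against +/+ and D/D against D/+, leaving out a library gave 0 to 1 (limma, 42 to 99 and 47 to 217 unadjusted). The 1 was Aqp6, without D/+ replicate 2, which rests on the lone D/+ replicate 1. Hand2 stayed higher in D/D against control, at 0.334 to 0.617 with a library left out. In D/+ against +/+ it reversed from -0.37 to 0.27 without D/+ replicate 1 (range -1.004 to 0.27).

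Functional lists past the threshold at E11.5 fell from 4 to 0 with fry and 0 with the correlation estimated, and ranged from 2 to 6 with a library left out (2 without F/+ replicate 3, 6 without F/F replicate 2). At E16.5 1 list became 0 with fry and 0 with the estimated correlation, and 0 to 1 with a library left out (0 without F/+ replicates 1 or 2 or F/F replicates 2 or 3). At 8 weeks 0 became 1 with the set term and 0 to 4 with a library left out: 4 without D/D replicate 3 or 4, 3 without +/+ replicate 4, 2 without +/+ replicate 1 or D/D replicate 5, and 1 without +/+ replicate 2 or 5 or D/+ replicate 1. Cell type lists at E11.5 numbered 0 to 4, at E16.5 1 to 3 and at 8 weeks 0 to 2 with a library left out.

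The deviations of same-numbered replicates had correlations of -0.036, -0.017 and 0.082 at E11.5, -0.081, 0.042 and -0.435 at E16.5, and 0.527, 0.418, -0.039, -0.107 and 0.213 for D/D with +/+. They were not above 0 in every pair at any stage, so the numbers were not taken to pair samples. At 8 weeks replicates 1 and 2 of D/D and +/+, the highest pairs, lie in the same set of 5 libraries. The replicate block gave 2 calls at E11.5 (Crabp2 added), 1 at E16.5, 1 in the interaction and 0 at 8 weeks (limma, 339 unadjusted), and 0 functional lists at E16.5.

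Chance cannot be excluded by design at 3 against 3: of 10 splits, 3 gave as many called genes at E11.5, 6 as many at an unadjusted p under 0.05 and 4 as many functional lists, and at E16.5 1, 7 and 5. Of 100 splits for D/D against control, 100 gave as many called genes, 74 as many unadjusted and 100 as many lists; against +/+ 100 and 95. Where the observed count was 0, as for the called genes and lists here (limma, 175 and 104 unadjusted), 100 was fixed in advance and says nothing about chance, so only the 74 and 95 bear on it.

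In the single-cell libraries the direction of every named-class Hand2 ratio held; the immune-like class had too few Hand2 UMIs for one. The endothelial- and endocardial-like ratio moved to 1.213 on thinning, where deeper cells count less. The erythroid-like share ratio moved from -0.05 to 0.074 with 1000 genes per barcode, a filter that removes erythroid barcodes first, and the immune-like share ratio from 0.57 to -0.428 at Leiden resolution 0.5. The cause was not tested. Bulk depth is unknown, so no counting limit can be set for bulk genes. In single cells the pair of libraries limits every statement to counting error.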

Other observations

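The Hox tests other than that of sex, and the free cardiomyocyte RNA test, were set beforehand; the tests of liver genes, globins, 8-week sets, sex, free Hand2 RNA, cluster mix, capture and exchanged labels were chosen only after the result was seen.

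Bulk and single-cell data give different pictures of Hand2 at E11.5. The bulk log2 fold change of F/F against F/+ was 0.03 (SE 0.18), while the single-cell log2 ratio of the library labelled F/F against the one labelled +/+ was 0.67. The control genotype, the assay and the sex of the hearts all differ between the pair of designs, so their difference was not tested and no biological explanation was tested. Several technical sources were examined for the single-cell ratio. Sex is an unlikely source, since cardiomyocyte-like cells of the library labelled +/+ with Xist and no Y-linked UMI had 48.49 CPM, against 90.4 CPM in the library labelled F/F. Free RNA is also unlikely as the whole source: erythroid-like cells gained 3.20 CPM and cardiomyocyte-like cells 38.2 CPM. The F/F mix of clusters alone gives a log2 ratio of 0.059. A library-wide difference in capture would move all clusters, and cluster 12 was at -0.071 with an interval up to 0.20; clustering without Hand2 and the sex genes gave 0.10 (-0.21 to 0.40) for the matching cluster. Exchanged labels stay open, because the Hand2os1 ratio of 6.70 rests on 1 and 9 UMIs. Differences between pools of 6 hearts, or an effect of the genotype confined to some cell types, also stay open.

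Cardiomyocyte marker genes were higher in the library labelled F/F in every other class examined. The log2 ratio was 1.25 in immune-like, 1.09 in erythroid-like and 0.85 in endothelial- and endocardial-like cells, and lowest, at 0.353, in mesenchymal-like cells. More free cardiomyocyte RNA in that library may account for this. It bears on the sarcomere genes that led the rise in mesenchymal- and erythroid-like cells.

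Hox genes were lower in F/F than in F/+ hearts at E11.5 in bulk: all 13 tested, with a median of -1.83 and 9 without overlap, though none passed limma's threshold there. Under alternatives some did: 4 Hox genes among 24 called with all 25 libraries in the limma fit, and 5 among 19 with array weights. Hoxa3, Hoxa4 and Hoxa5 were called in both. The 25-library fit shares its spread with later stages, and at E16.5 only 1 of the 13 Hox genes passed the filter. Its Hox calls therefore do not rest on the spread of the E11.5 libraries and add little support. The median was -1.84 and -1.90 with median-ratio and upper-quartile scaling. The summed FPKM of these genes was 125, 97.1 and 40.5 in F/+ replicates 1 to 3 and 14.9, 19.99 and 10.1 in F/F. Less neighbouring tissue in the F/F dissections is a candidate explanation. Of marker lists for such tissue, foregut and lung epithelium had a median of -1.34 (5 of 5 tested genes lower), somite and skeletal muscle -0.25 (2 tested genes) and neural tissue -0.048 (2 higher, 2 lower). Too few genes were tested for the lists to decide. Only 1 of 10 splits of the 6 libraries, the real one, gave as large a Hox median, which is the fewest possible and cannot exclude chance. In the single cells the Hox list as a whole had a log2 ratio of 0.08 (-0.13 to 0.28). Paralog groups 4 to 6 had -0.63 (-1.02 to -0.23), groups 1 to 3 had 0.25 (-0.00 to 0.51) and groups 7 and above had 1.03 (0.25 to 1.87, from 19 and 52 UMIs), so no general fall was seen there. The sex of the hearts was not balanced, but it is an unlikely source of the whole difference. The median was -1.46 with a covariate for Y-linked genes, and the Hox sum was lower in F/F both among the 3 libraries with Y-linked genes at 1 FPKM or more (11 of 13 genes lower, median -1.04) and among the 3 without (13 of 13, -1.83). A part played by sex and an effect of the genotype stay open.

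Liver genes appeared in single E11.5 libraries. The hepatocyte list summed to 315.6 FPKM in F/+ replicate 1 and 716.5 FPKM in F/F replicate 2, against at most 57.7 FPKM in the other 4. Of 14 list genes, 13 had their highest values in those libraries, which is consistent with liver tissue carried along in the dissection. The list was also higher in the single-cell library labelled +/+, where 13 cells formed a cluster led by Afp (270.3 CPM against 5.11 CPM over all barcodes). In the same libraries the other lists had log2 ratios of 0.14 for foregut and lung epithelium, -0.34 for somite and skeletal muscle, 0.11 for neural tissue and -0.06 for erythroid genes other than globins.

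Erythroid genes were higher in F/F than in F/+ ventricles at E16.5, led by globins. Hbb-bs was at 6943, 4309 and 106 FPKM in F/F and 174, 15.9 and 81.2 FPKM in F/+, while Hbb-b1 was at 75.9, 0 and 2966 FPKM in F/F and 2399, 2007 and 2414 FPKM in F/+. An exchange of reads between these near-identical genes may shape the single values. An exchange alone would not raise their sum if each read counted the same, and the lowest F/F sum was 1.20 times the highest F/+ sum. The sums were highest, at 8255 and 7758 FPKM, in the F/F libraries with high Hbb-bs. F/F replicate 3, high in Hbb-b1 as the F/+ libraries were, had a sum of 3402 FPKM, against 2177 to 2826 FPKM in F/+. Unequal counting of these genes is therefore not excluded as a source of the higher sums. More blood in the F/F ventricles stays open: 9 erythroid genes other than globins had a median of 0.055 with 7 of 9 higher. Of these, Alas2 (0.77) and Slc4a1 (0.67) were higher in every F/F library than in every F/+ library and none was lower without overlap, which goes towards more blood, though limma called none of the 9. Sex, which was largely confounded with genotype at E16.5, also stays open. The only F/+ library with Y-linked genes at 1 FPKM or more had the lowest globin sum of all, 2177 FPKM, which goes against sex as the source but is 1 library. Loss of reads that map to several copies was not tested, nor was a biological cause.

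Hand2 in D/D against control at 8 weeks differed between the sets of libraries, by 1.20 on the log2 scale in the set of 5 and -0.01 in the set of 8. Unequal spread of genotypes over the sets is an unlikely cause of the pooled difference, since it was 0.446 with a term for the sets. The difference between the sets cannot be told apart from chance, with a two-sided exact permutation p of 0.0643 over 700 reassignments within sets. That test assumes no genotype difference in either set, so it cannot decide whether the difference exists in a single set. The exact permutation p was 0.1 in the set of 5, the smallest it can give, and 0.971 in the set of 8. The difference between the sets also rests in part on the library labelled +/+ replicate 5. Without that library the log2 difference in the set of 8 was 0.12 and the exact permutation p between sets 0.14 over 350 reassignments.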
